A study of Arabidopsis thaliana with 12 samples.

How the data were processed

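The data are 12 RNA-seq libraries of whole Arabidopsis seedlings, 3 for each combination of genotype (WT or ahl10-1) and treatment (control or low water potential). Per the labels, the libraries were strand-specific and made from oligo-dT selected RNA, and each was 1 biological replicate. Samples were placed in groups by their labels. The labels give the same date for every library and no batch. The aligner, the counter, the genome build and the annotation are not stated, and whether counting used strand is not stated, so overlapping and antisense genes are uncertain.

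For each library the authors deposited a table of estimated counts of reads per gene, with RPKM, gene length and a multi-mapped share. Per the file headers, the count column holds reads. Its values were whole except in 3.98% to 4.56% of genes, where multi-mapped reads had been shared out, so these deposited values were treated as estimated counts and rounded to whole numbers. The deposited RPKM values are reads per kb of gene, scaled to a library total larger than the summed reads, of which genes held 92.4% to 93.3%. The fraction of multi-mapped reads per gene is given per the file headers, and made up 1.25% to 2.33% of reads per library. The authors also deposited comparison tables with a log2 fold change, its standard error, a p-value and an adjusted p-value per gene, in the columns of DESeq2. Their base means matched the mean of counts without the multi-mapped share on the 6 compared libraries. Their fold changes were smaller than unshrunken ones. The base mean in the authors' tables, a score with no fixed range, was used only for that match.

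All 33602 rows named a gene. Of their identifiers, 32835 matched the reference gene table (assembly TAIR10.1), which was used only for symbols, biotypes, overlaps and neighbours. No coordinates are given, because the files name no build. Genes were filtered with edgeR's filterByExpr (minimum count 10, minimum total 15), leaving 22604. Reads in genes ranged from 57996104 to 68555138 per library, and TMM factors from 0.886 to 1.06. The 10 most abundant genes held 4.73% to 7.17% of reads, and chloroplast genes 0.102% to 0.589%. At this depth a gene at 0 reads in a library could have up to 3 reads. That floor covers counting error only.

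Counts were fitted with edgeR 4.0.16 in R 4.3.3 by the quasi-likelihood method with robust estimation, in 1 model of all 12 libraries with 4 group means and 8 residual degrees of freedom. The biological coefficient of variation was 0.144. The 6 comparisons were stress in WT, stress in ahl10-1, genotype in control, genotype under stress, their interaction, and genotype averaged over treatments. P-values were adjusted by the Benjamini-Hochberg method within each comparison, and a gene was called at an adjusted p under 0.05. Standard errors are the log2 fold change divided by the square root of the F statistic. Gene lists were tested with fry from limma 3.58.1. Under camera with a preset correlation, 9 of the 12 set tests were past the threshold, of which the 3 for stress in WT held under fry and none held under camera with an estimated correlation. Figures were drawn with matplotlib 3.10.9.

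Named genes were AHL10, up to 3 with the largest rise and 3 with the largest fall per comparison among called genes with at least 5 CPM in the higher group and no overlap between the groups' libraries, and up to 5 list members with the smallest p. The groups, tests, naming rule, lists and most alternatives were fixed before the data were examined. The alternatives were other scaling factors, no filter and a stricter one, DESeq2 1.42.0, the compared groups alone, the replicate number as a block, limma on log2(RPKM + 1) and log2(RPKM + 0.1), removal of multi-mapped reads, and leaving out each of the 12 libraries. After the data were seen, DESeq2 with a fold change prior on the compared groups alone, without multi-mapped reads, edgeR without robust estimation, and the replicate number as a block in a fit of the ahl10-1 libraries alone were added. The block fit was added because the ahl10-1 control and stress libraries with the same number, taken from the sample titles, deviated together from their group means, with correlations of 0.112, 0.110 and 0.188 for replicates 1, 2 and 3. The labels do not say what a number marks, and in no other comparison within a genotype or a treatment were all 3 correlations over 0.1.

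The fits were tested on simulated data drawn from the libraries' means, sizes and dispersions, with 200 genes of at least 100 mean reads changed in the ahl10-1 stress group. Of 22486 tested genes, edgeR called 163 of the 200 changed ones, or 81.5%, and 11 unchanged ones. The share depended on the size of the change: edgeR called 24 of 50 genes changed 1.5-fold and 41 of 50 changed 2-fold. At 3-fold and at 4-fold edgeR called 49 of 50. In control, where no gene was changed, it called 2 genes, limma on log2(RPKM + 1) called 1 and DESeq2 with a fold change prior called 53. The simulation did not cover changes in genes under that mean. It drew every gene in every library independently, so it held no deviation shared between libraries. The real libraries had such deviations, so the numbers of right and false calls may differ there.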

Results

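RNA-seq libraries were made from whole seedlings of Arabidopsis thaliana, either the Col-0 wild type (WT) or the mutant line ahl10-1. The mutant is named for AHL10, a member of the AT-hook motif nuclear localized family of DNA-binding proteins. Seedlings on control agar were kept at a water potential of -0.25 MPa, and stressed seedlings were moved on day 7 to agar infused with polyethylene glycol at -0.7 MPa, which limits water uptake. Tissue was collected 96 h after transfer. The design crossed genotype with treatment and gave 4 groups (WT control, WT stress, ahl10-1 control and ahl10-1 stress) of 3 libraries each. Reads assigned to genes ranged from 57996104 in WT stress replicate 3 to 68555138 in WT stress replicate 1. Each library was counted as a separate sample, as labelled. No pair within a group agreed within sampling noise (chi-square per degree of freedom from 17.4 to 119), so none was treated as a repeat deposit of another.

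AHL10 (AT2G33620, chromosome 2) was examined first, because its level checks the genotype labels. In control, AHL10 was at 46.4 ± 0.373 TMM-scaled counts-per-million units (CPM; SD, n = 3) in WT and at 23.1 ± 2.33 CPM in ahl10-1. Under stress it was at 63.9 ± 1.26 CPM in WT and at 29.9 ± 2.70 CPM in ahl10-1. The log2 fold change of ahl10-1 against WT was -1.01 (SE 0.08, adjusted p 2.29e-04) in control and -1.09 (SE 0.08, adjusted p 1.28e-04) under stress. The 6 ahl10-1 libraries were all below the 6 WT libraries. Reads on AHL10 therefore fell to 49.8% of the WT level in control and to 46.9% under stress, and were not absent. Gene totals do not show which part of the transcript the remaining reads cover. The annotation places AT2G33630 and AT2G08595 over part of the same locus, and the counting is not stated to use strand, so a part of these reads could not be assigned to AHL10 with certainty. The setting that moved these values most was DESeq2 with a fold change prior, with -0.86 in control and -0.90 under stress.

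**Figure D1:**
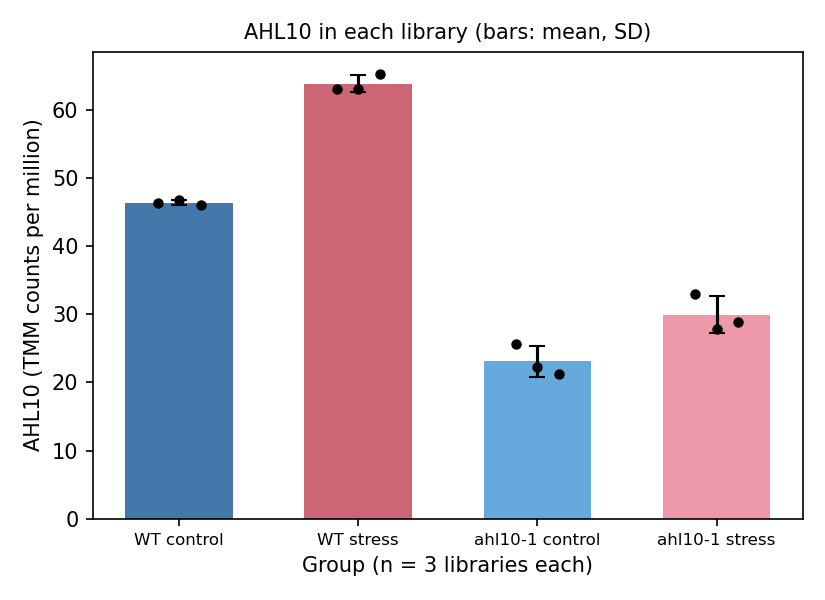
AHL10 in TMM-scaled CPM (vertical axis, from 0) for the 4 groups (horizontal axis); bars give the mean, error bars the SD and points the 3 libraries of each group. WT libraries lie at 46.1 CPM or above, and ahl10-1 libraries at 33.0 CPM or below.

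The first principal component of log2 CPM held 56.1% of the variance and separated all stress libraries from all control libraries. The second held 8.83%. On it, the genotypes did not overlap among the stress libraries (WT from -10.6 to -9.07, ahl10-1 from -4.66 to 24.9), but they overlapped among the control libraries. There, ahl10-1 control replicate 1 was at -17.6, beside WT control replicates 1 (-26.4) and 3 (-23.4), while the other ahl10-1 control libraries were at 32.1 and 30.5.

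**Figure D2:**
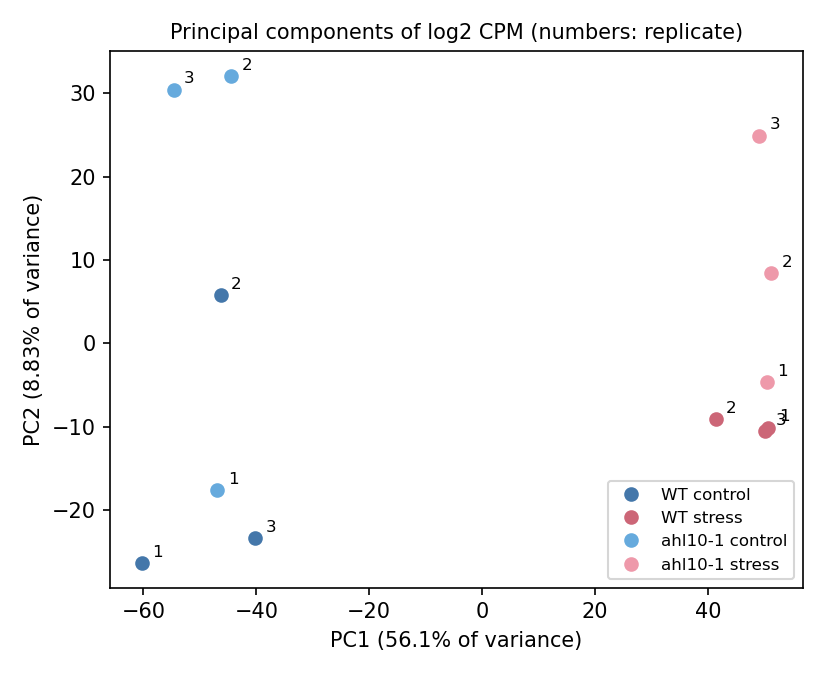
The first (horizontal axis) and second (vertical axis) principal components of log2 CPM for the 12 libraries, coloured by group and numbered by replicate. Stress and control libraries separate along the first component, and ahl10-1 control replicate 1 lies near WT control replicates 1 and 3.

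The comparison of stress with control within each genotype asked which transcripts respond to low water potential. In WT, 5478 of 22604 tested genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test, 2649 higher and 2829 lower under stress, and 1558 of them changed by at least 1 on the log2 scale. In ahl10-1 there were 6277 such genes, 3216 higher and 3061 lower, and 1649 of them changed by at least 1 on the log2 scale. The WT count moved most when WT stress replicate 1 was left out, to 3567 (1724 higher, 1843 lower). The counts of genes changed by at least 1 moved most on log2(RPKM + 1), to 777 in WT and 786 in ahl10-1.

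Among the largest rises in WT, LTP4 (AT5G59310) went from 0.690 ± 0.646 CPM in control to 81.3 ± 19.3 CPM under stress (SD, n = 3), a log2 fold change of 6.90 (SE 0.60, adjusted p 5.02e-05). AT2G16367, annotated as a transcribed pseudogene, went from 0.0705 ± 0.0614 to 29.9 ± 13.5 CPM. HSFA6A (AT5G43840) had at most 2 reads in any WT control library. Under stress it was at 5.96 ± 2.81 CPM, 125-fold higher than the floor of 3 reads. The largest falls in WT were those of PP2-A5 (AT1G65390), with a log2 fold change of -5.74 (SE 0.58, adjusted p 6.00e-05), SWEET10 (AT5G50790), with -5.59 (SE 0.47, adjusted p 1.89e-05), and CRK30 (AT4G11460), with -5.44 (SE 0.42, adjusted p 1.23e-05). In ahl10-1 the same 3 genes had the largest rises, and SWEET10, AT3G23550 and AT3G16670 had the largest falls, with log2 fold changes of -7.25 (SE 0.58), -5.66 (SE 0.32) and -5.29 (SE 0.48). SWEET10 had 10, 2 and 0 reads in the ahl10-1 stress libraries, so its value there rests on few reads, and without ahl10-1 stress replicate 1 it was -9.06. In WT, leaving out one library moved LTP4 to between 6.41 and 7.94 (lowest without WT control replicate 1, highest without WT control replicate 2). It moved PP2-A5 to between -6.06 and -5.13 (without WT control replicates 2 and 1). Over all alternatives the sizes shrank further, to 2.06 for LTP4 and -2.56 for PP2-A5 in WT. SWEET10 in ahl10-1 shrank to -2.04, and these 3 genes kept their calls.

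Gene lists chosen before the data were examined were tested as sets with fry from limma, over 12 tests adjusted together. Of 37 genes linked to low water potential and abscisic acid, 35 had a positive fold change in WT, and the set rose under stress (adjusted p 6.65e-04). The number past the threshold was 28 over all genes tested (27 higher, 1 lower) and 30 adjusted over the list alone (29 higher, 1 lower). The lower one, CYP707A3 (AT5G45340), was chosen after its values were seen. It had a log2 fold change of -3.22 (SE 0.84, adjusted p 0.0214), with 297 to 4698 reads in the WT control libraries. Without WT control replicate 1 its log2 fold change was -1.57, and its call was lost without any one of the 3 WT stress libraries (adjusted p 0.0632 to 0.0712) and on the compared groups alone. P5CS1 (AT2G39800), which encodes a proline synthesis enzyme, rose from 74.1 ± 10.7 to 719 ± 67.2 CPM in WT, a log2 fold change of 3.28 (SE 0.15, adjusted p 4.28e-07). RD20, HAI2, HB7 and COR15A also rose, with log2 fold changes of 3.39, 4.56, 2.08 and 3.69. Of 22 jasmonate genes, 13 had a positive fold change and 8 were past the threshold, all higher, both over all genes and adjusted over the list alone (set test adjusted p 0.00866). VSP2, LOX2, CORI3, VSP1 and AOC2 rose by log2 fold changes of 2.72, 2.99, 2.75, 1.83 and 1.27. Of 30 auxin genes, 27 had a negative fold change and 10 were past the threshold, all lower, both over all genes and adjusted over the list alone (set test adjusted p 0.00866). IAA3, IAA19, ACS4, IAA6 and IAA7 had log2 fold changes of -0.96, -1.36, -3.06, -2.37 and -0.54.

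The response was compared between genotypes, using contrasts that share no library. Of the 7282 genes called in either genotype, 4473 were called in both, and all 4473 had the same sign. Of the 1005 genes called in WT alone, 98.0% had the same sign in ahl10-1, and of the 1804 called in ahl10-1 alone, 98.5% had the same sign in WT. Across the tested genes, which are not independent replicates, the log2 fold changes had a Pearson r of 0.868 and a Spearman rho of 0.847. The count of shared genes moved most without WT stress replicate 1, to 3199. The difference between the responses was tested directly as a genotype by treatment interaction. No gene had an adjusted p under 0.05 (0 of 22604), and 320 genes, 1.42%, had an unadjusted p under 0.05. That share is below the 0.05 level itself, so the test was strict here. In the simulation the interaction test called 127 of the 200 changed genes. The absence of calls therefore does not show that the responses are equal. The interaction set tests were past the threshold for none of the lists (adjusted p 0.655 for low water potential and abscisic acid, 0.354 for jasmonate and 0.880 for auxin), but without ahl10-1 control replicate 1 the jasmonate set was past it, at 0.0192.

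**Figure D3:**
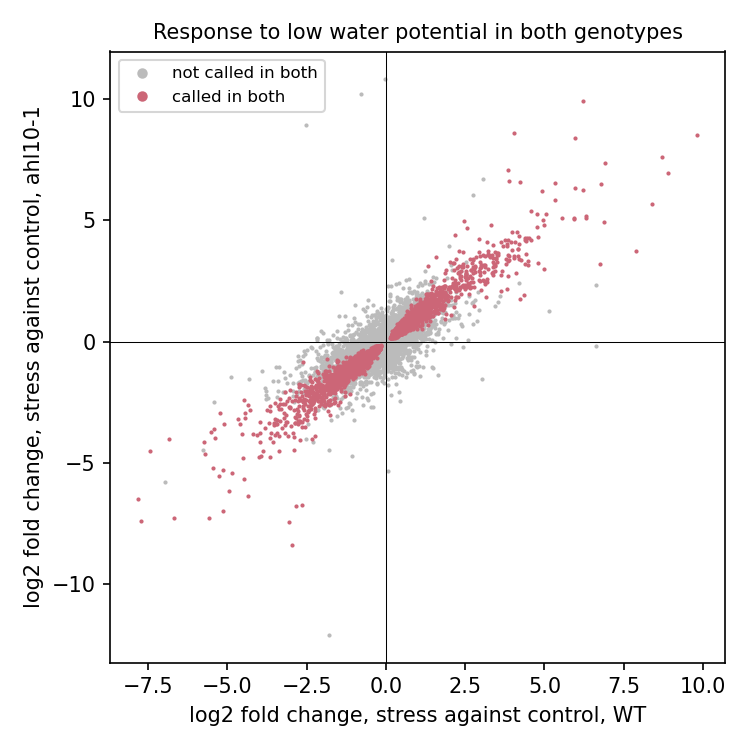
Log2 fold change of stress against control in WT (horizontal axis) and in ahl10-1 (vertical axis), one point per tested gene, with genes called in both genotypes in red. The 4473 genes called in both lie in the quadrants of equal sign.

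The comparison of ahl10-1 with WT asked which transcripts depend on genotype at each water potential. In control, 4 genes had an adjusted p under 0.05, and 1208 genes, 5.34%, had an unadjusted p under 0.05. Under stress there were 6 genes, with 848, 3.75%, at an unadjusted p under 0.05. All 4 control genes were among the 6. The choice of test moved these counts most: DESeq2's Wald test on the same libraries called 26 genes in control, and DESeq2 with a fold change prior called 77 under stress. Without ahl10-1 control replicate 1, edgeR called 12 genes in control.

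AT5G35935, annotated as a pseudogene on chromosome 5, was at 3.54 ± 0.809 CPM in WT control and at 29.8 ± 2.80 CPM in ahl10-1 control, a log2 fold change of 3.07 (SE 0.18, adjusted p 4.12e-05). Under stress its log2 fold change was 3.53 (SE 0.19, adjusted p 1.18e-05). The non-coding RNA AT1G67105 was lower in ahl10-1 under stress, with a log2 fold change of -3.70 (SE 0.38, adjusted p 0.00941). However, its WT stress libraries ranged from 1600 to 6197 reads and its call was lost under 4 of the alternatives. Over all alternatives its log2 fold change ran from -4.05 to -0.36, so its size under stress is uncertain. Across the fits that each left out one library it ran from -4.05 to -3.34. Averaged over treatments, AT1G67105 had a log2 fold change of -3.32 (SE 0.27, adjusted p 0.00103). That call was kept under all 22 alternatives run for it, from -3.50 to -3.03, which did not include the fold change prior. AT5G48760 was lower under stress by a small amount, with a log2 fold change of -0.54 (SE 0.07, adjusted p 0.0338), and its call was lost under 11 alternatives. The remaining calls, AT3G29120 and AT2G05914, were below the expression minimum set for named genes and were chosen after their values were seen. The pseudogene AT3G29120 had log2 fold changes of 2.41 in control and 2.38 under stress, with 11.1% of its reads multi-mapped, so a part of them is uncertain. AT2G05914, a long non-coding RNA whose locus overlaps AT2G05915, had -2.10 and -2.98, and its control call was lost under 7 alternatives, with an adjusted p of 0.209 without ahl10-1 control replicate 3.

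Averaged over treatments, 16 genes had an adjusted p under 0.05 between the genotypes, 7 higher and 9 lower in ahl10-1, and 2009 genes, 8.89%, had an unadjusted p under 0.05. This count depended on a single library: without ahl10-1 control replicate 1 it was 103 (31 higher, 72 lower). AHL10 had a log2 fold change of -1.05 (SE 0.06, adjusted p 3.09e-06). CYP71B19 was higher in ahl10-1, with 0.51 (SE 0.06, adjusted p 0.00992). The non-coding RNA AT5G38005 was also higher, with 1.17 (SE 0.18, adjusted p 0.0454), and its call was lost under 13 alternatives.

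**Figure D4:**
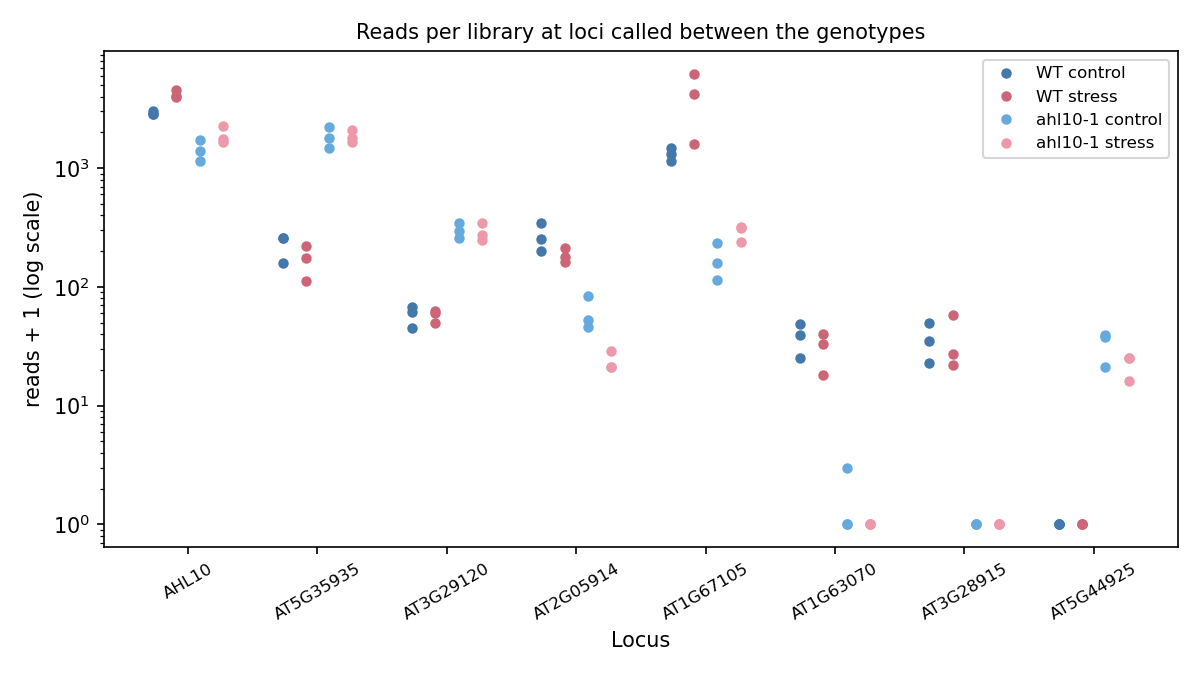
Reads plus 1 on a log axis (vertical) in each of the 12 libraries for AHL10 and 7 other loci called between the genotypes (horizontal axis), coloured by group. AT3G28915 had 0 reads in the ahl10-1 libraries, and AT5G44925 had 0 reads in the WT libraries.

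With all libraries, none of the gene lists was past the threshold between the genotypes. For jasmonate genes under stress, 20 of 22 were higher in ahl10-1, and the adjusted p was 0.193; none of them was called over all genes and 3 were adjusted over the list alone, with 6 at an unadjusted p under 0.05. Without ahl10-1 control replicate 1 the set was past the threshold, at an adjusted p of 0.0286, within a range of 0.0286 to 0.527 over the fits that each left out one library. In control the jasmonate adjusted p was 0.886. The low water potential and abscisic acid list had an adjusted p of 0.656 in both comparisons, and the auxin list had 0.655 in control and 0.656 under stress. Adjusted over the list alone, 1 auxin gene was called in control, higher in ahl10-1, and 0 under stress. In control, 5 auxin genes had an unadjusted p under 0.05. Of 29 AHL family members, 28 were tested. Besides AHL10, none of the other 27 was called between the genotypes, with 2 at an unadjusted p under 0.05 in control and 0 under stress. In WT, 5 members were called with stress over all genes and 4 adjusted over the list alone, among them AHL10 (log2 fold change 0.46), AHL15 (-0.53) and AHL9 (-0.49), while the rises of AHL19 (0.39) and AHL7 (0.48) lost their calls under some alternatives. In ahl10-1, 7 members were called with stress, among them AHL10 (0.37), AHL15 (-0.67), AHL9 (-0.53), AHL19 (0.61) and AHL11 (-0.53). The adjusted p of AHL11 was 0.0567 when the ahl10-1 libraries were fitted alone and paired by replicate number.

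The authors' deposited tables covered stress in WT and both genotype comparisons. At an adjusted p under 0.05, the authors' deposited table for stress in WT held 6352 genes, 2981 higher and 3371 lower, and 5102 of them were among the 5478 called here. The authors' deposited table for genotype held 18 genes in control and 85 under stress, with 12 in both, and these included all 4 and all 6 genes called here. In the authors' deposited table the log2 fold change of AHL10 was -0.86 in control and -0.91 under stress.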

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

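The fall of AHL10 in ahl10-1 kept its direction and its side of the threshold under every alternative run, with log2 fold changes from -1.09 to -0.94 in control and from -1.17 to -1.05 under stress across the 12 fits that each left out one library. The counts of genes changed by stress in ahl10-1, and of genes shared between the stress responses, stayed within 1.5 times under every alternative. The counts of genes changed by at least 1 on the log2 scale did not: on log2(RPKM + 1), where the added 1 shrinks the fold changes of low genes, they were 777 in WT and 786 in ahl10-1, in place of 1558 and 1649. The count for all genes changed by stress in WT stayed within 1.5 times except when one library was left out, where it ranged from 3567 (without WT stress replicate 1) to 5975.

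The genotype counts depended on the test. DESeq2's Wald test called 26 genes in control, 34 under stress, 82 averaged over treatments and 1 for the interaction, in place of 4, 6, 16 and 0. DESeq2 with a fold change prior on the compared groups alone, added after the data were seen, called 18 and 77. With that prior, 13 jasmonate and 16 auxin genes were called for stress in WT, in place of 8 and 10, and 4 and 2 for genotype under stress, in place of 0, where DESeq2's Wald test called 1 jasmonate gene. The compared groups alone gave 7 genes in control with edgeR, and log2(RPKM + 1) with limma gave 9 averaged over treatments. The cause was not tested beyond the simulation. The control count ranged from 3 to 12 and the averaged count from 11 to 103 across the fits that each left out one library, and both highest values came without ahl10-1 control replicate 1.

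Among the set tests, camera put 6 more past the threshold than fry: low water potential and abscisic acid genes for genotype in control and under stress (adjusted p 0.0128 in both) and for the interaction (1.89e-06), jasmonate genes for genotype under stress (1.47e-07) and for the interaction (5.18e-07), and auxin genes for genotype in control (0.00905). Camera presets a low correlation between genes, and none of these held with an estimated one. The 3 sets for stress in WT, which were past the threshold under fry, did not hold with it either. Their camera adjusted p were 0.115 for low water potential and abscisic acid, 0.284 for jasmonate and 0.284 for auxin. Without one library, the jasmonate adjusted p for genotype under stress ranged from 0.0286 to 0.527 and for the interaction from 0.0192 to 0.665, and both lowest values came without ahl10-1 control replicate 1. Set tests far from the threshold changed direction in some of these fits: low water potential and abscisic acid genes for genotype under stress (0.358 to 0.949, opposite at 0.881 and 0.949), jasmonate genes for genotype in control (0.136 to 0.949, opposite at 0.665 and 0.822), and auxin genes for genotype in control (0.343 to 0.800, opposite at 0.439) and for the interaction (0.380 to 0.949, opposite at 0.380 and 0.913).

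For stress in ahl10-1, libraries with the same replicate number deviated together. A fit of those libraries alone with the number as a block called 6787 genes. Without the block, the fit of those libraries alone called 4985 genes. The fit of all 12 libraries called 6277, of which 5540 were also called with the block. Among the genes named for that comparison, AHL11 lost its call (adjusted p 0.0567), and the others kept theirs. The AHL family members called but not named were not followed in this fit. In the other comparisons the numbers gave no clear pairing of the samples. For stress in WT the correlations within same-numbered pairs ran from -0.0400 to 0.0164. For genotype in control they were mixed, from -0.0997 to 0.169, with 2 of 3 over 0.1. For genotype under stress all 3 were above 0, from 0.0523 to 0.105, so a weak pairing there is not excluded. With the number as a block for all 12 libraries the counts were 5600 and 6474 for stress in WT and ahl10-1, 3, 7 and 14 for genotype in control, under stress and averaged, and 0 for the interaction, with 4615 shared stress genes. With this block AHL10 had -1.01 and -1.10, AT5G38005 averaged over treatments and AT2G05914 in control had adjusted p of 0.0543 and 0.153, and no set test changed its side of the threshold.

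The split of higher and lower calls moved on the RPKM values, where the test changes as well as the scaling. On log2(RPKM + 1), 59.2% of calls for stress in WT were higher, against 48.4%, and 63.0% in ahl10-1, against 51.2%. On log2(RPKM + 0.1) the shares were 59.0% and 62.7%, and for averaged genotype 25% against 43.8%. With upper-quartile factors in edgeR the shares were 57.2% and 56.3% for stress and 40% for averaged genotype. DESeq2's Wald test gave 61.0% for averaged genotype, while its size factors in edgeR left 43.8%.

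Of the 97 other results, 28 changed under at least 1 alternative: 9 lost a call, 19 counts moved, and 0 reversed. Depth limits the loci with under 100 reads, where a difference of a few reads sets the fold change.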

Other observations

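The tests of biotype, of a mislabelled library, of the multi-mapped share and of stress splits in both genotypes at once were chosen after the results were seen, and the other split tests and the rest were written beforehand, although the loci at the floor had been noticed in the same data.

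Other splits of the libraries were counted for each comparison, the real one included. For stress, 1 of the 10 splits of the 6 WT libraries and 1 of the 10 splits of the 6 ahl10-1 libraries gave as many genes, the real ones, and the other splits gave 0 genes. Of the ahl10-1 splits, 4 part all 3 pairs of libraries with the same number, the real one included. The other 6 part 1 pair and keep a whole pair on each side, and apart from the real split both kinds gave 0 genes. For genotype, 3 of the 10 splits gave as many genes in control and 1 of the 10 under stress. With 10 splits the share cannot go below 0.1, so none of these decides by itself. For the interaction, 100 of the 100 splits drawn gave as many, because the real count was 0, and 99 of them gave at least as many genes at an unadjusted p under 0.05. For averaged genotype, 4 of 100 splits that balanced the treatments gave 16 genes or more, and 96 gave 0.

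For stress, the genotypes use separate libraries, so their splits were also combined. When both genotypes were regrouped at once in the fit of all 12 libraries, 1 of the 100 joint splits, the real one, gave as many genes called in both, 4473, and the others gave 0. The zeros in that fit come in part from its shared estimate of the spread: with the WT libraries as labelled and the ahl10-1 libraries regrouped, WT had 0 calls as well, since regrouping puts the stress response into the spread. With each genotype fitted alone, the real splits gave 5391 and 4985 genes and no other split gave more than 1. Of the 100 pairs of these splits, 1, the real one, gave as many shared genes, 3610, and the others gave 0. This argues against chance as the source of the stress response shared by the genotypes. It does not bear on the genes called in a single genotype or on a difference in handling that followed the treatment, which was not tested.

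A split that crossed the genotypes gave more genes than genotype did. In control, WT replicates 1 and 3 with ahl10-1 replicate 1, against the remaining control libraries, gave 554 genes, in place of 4. The most among the treatment-balanced splits, 883 genes, also put those libraries on one side. The labels give no batch that follows this split. A mislabelled library is one candidate explanation. AHL10 argues against it: ahl10-1 control replicate 1 was at 25.7 CPM, near the other ahl10-1 control libraries (21.3 and 22.3) and far below the WT control libraries (46.1 to 46.8). A difference in growth, harvest or library preparation was not tested and stays open. Leaving out that library alone raised the averaged count from 16 to 103. Without it, WT control replicates 1 and 3 stand against ahl10-1 control libraries from the other side of this split. Genotype then follows the split more closely, so the rise could come from the split or from genotype. The small genotype counts therefore do not show that genotype effects are few, and the rise does not show that they are many.

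The DESeq2 setting closest to the authors' tables called 18 genotype genes in control and 77 under stress. In each case 4 of the 10 splits gave as many DESeq2 calls, with up to 1657 in control and 155 under stress. In simulated control libraries with no changed gene it called 53. False calls are thus a possible explanation for a part of the longer genotype lists. However, the control and stress comparisons share no library. In the authors' deposited tables, 12 of the 18 control genes were also among the 85 under stress. This recurrence argues against false calls as the source of those 12. For the other genes, false calls cannot be told apart from real differences. The reason is that 10 splits are too few and some splits follow the unexplained grouping of control libraries.

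Over all 33602 genes, 3 loci had at least 10 reads in every library of one genotype and at most 3 in every library of the other. AT1G63070 and the pseudogene AT3G28915 were read in WT, 10.7-fold and 11.1-fold higher than the floor of 3 reads in ahl10-1. The pseudogene AT5G44925 was read in ahl10-1, 8.94-fold higher than the floor in WT. Sampling of low counts is argued against, since 1 of 200 treatment-balanced splits, the real one, gave as many such loci and the others gave 0. Reads shared between near-identical loci are argued against as well, since the largest multi-mapped share was 4.87%, for AT1G63070, which kept these limits without those reads, and the shares of AT3G28915 and AT5G44925 were 0%. Reads placed at a single wrong copy were not tested. A gradual response to AHL10 level was tested through stress in WT, where AHL10 rises: 0 of the 3 were past the threshold and 0 had an unadjusted p under 0.05. That rise is small and the counts are low, so such a response cannot be told apart from a fixed difference between the lines. As a hypothesis, these loci may differ between the seed stocks independently of AHL10. The design has a single mutant line, and a strain variant was not tested.

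A position effect of the insertion in AHL10 on its neighbours was looked for among the 20 nearest genes. Of the 14 tested, 0 were past the threshold for averaged genotype, which argues against it as the source of the averaged calls. The largest absolute log2 fold change among them was 0.26. However, 4 of the 14 had an unadjusted p under 0.05, against 8.89% of all tested genes. Changes this small could be missed, since edgeR called 24 of 50 simulated genes changed 1.5-fold. A small effect on the neighbours therefore stays open. Of the 15 averaged calls other than AHL10, 9 were loci outside protein-coding genes, or 60%, against 3.93% of the tested genes in the reference (Fisher's exact test, two-sided, p 8.78e-10). In 10000 random sets matched on mean expression, 0 had as many and the highest had 7. For these 15 calls, this argues against a random draw from genes of similar expression. The share had been seen before it was tested, and it comes from a single mutant line. Whether such loci are more prone to differ between lines in general therefore stays open.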
